A study of Mycolicibacterium smegmatis with 3 samples. Its data were reported in "Nitrogen starvation-induced transcriptome alterations and influence of transcription regulator mutants in Mycobacterium smegmatis" (2013).

How the data were processed

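Total RNA of the *amtR* deletion strain YL1 was compared on custom 2-colour Agilent arrays between cells starved of nitrogen for 30 min and cells kept with nitrogen. Per the labels, replicates 1 and 2 carried supplied RNA in Cy5 and starved RNA in Cy3, and the dye swap of replicate 1 carried starved RNA in Cy5. The labels name a different parent strain from that in the study's methods, SMR5. The methods describe 2 separate cultures per condition. They also describe a dye flip for each replicate and a pair of probes per gene, while the arrays analysed here held a swap of replicate 1 only and 1 probe per gene, printed 2 times. The 3 arrays were on 1 slide and in 1 scan batch, so slide and scan date could not be tested.

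Per the file headers, the authors scanned the arrays and extracted each spot's mean intensity and median local background intensity with Feature Extraction 9.5.3.1, on a linear scale and without normalisation of these columns. The deposited scanner output also gives a log10 ratio of Cy5 over Cy3, which that software made after spatial detrending and linear and LOWESS dye normalisation, and which served as an alternative here. The authors' series table holds values that equal log2 ratios of supplied over starved from the same log10 ratios, with the sign turned for the dye swap and without centring (column medians 0.0786 for replicate 1, 0.0631 for replicate 2 and 0.0220 for the dye swap). Its row names did not go with its values, as described in the closing section, so no gene was named from it. Further steps in GeneSpring that may lie behind that table are not given in the sources used here.

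Each array held 14056 spots, of which 536 were controls and 13520 belonged to 6760 gene probes. Gene names are locus tags and descriptions of the array design. Of the 6760 genes, 6398 were found by old locus tag in a reference table that gives current symbols. No coordinates were used. The scale of all transcripts was read from the 5 of 10 spike-in probes well above background in both colours on the replicate 1 array and its dye swap. Intensities were corrected with limma 3.58.1 in R 4.3.3 (normexp, offset 50), and log2 ratios were normalised within arrays by loess with control spots at weight 0. Spots marked as outliers by the scanner software were left out (13 on the dye swap, none on the others), and no spot was saturated. Ratios were turned to starved over supplied, the 2 spots of a probe were averaged, and the dye swap was averaged with the replicate 1 array. Genes were tested where at least 1 condition was well above background on all 3 arrays, which kept 6114 genes and left out 646. Both conditions were well above background on all arrays for 5323 genes. No tested gene lacked signal above background in 1 condition on every array, so no fold was given as a lower bound. Of the 582 genes called below, 570 were well above background in both conditions on all 3 arrays, and the folds of the rest are uncertain in size. In Cy3 78.4 to 87.5% of gene spots were well above background, and in Cy5 95.9 to 99.3%.

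The mean log2 ratio of the 2 replicates was tested against 0 with lmFit and eBayes (two-sided, prior degrees of freedom 11.0), and p-values were adjusted by Benjamini-Hochberg over all tested genes. A gene was called at adjusted p under 0.05 and more than 2-fold. Each gene list was set against all other genes with camera at a preset correlation of 0.01, with the p-values adjusted over 6 lists from the study or over 25 lists of key words, and an estimated correlation and fry, which asks only whether a list's genes move one way on balance, served as alternatives. Overlaps were tested by Fisher's exact test among the 6114 tested genes. The lists from the study rest on its other arrays, and only their members were used.

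The lists, tests and alternatives were fixed before the data were examined, except where the text says otherwise. So was the rule for named genes, which took the 10 largest increases and 10 largest decreases among called genes with 1 sign on all 3 arrays and both conditions above background, *amtR*, *glnR*, *gap*, 10 genes of nitrogen metabolism and the AmtR candidate cluster whatever their values, and up to 4 called genes with the largest change in each list. Genes outside this rule are said to be chosen after their values were seen. Alternatives changed the background correction, normalisation, centring, filter, treatment of the dye swap, dye term, test and set of arrays, and their effects are given in the closing section. Files of other strains were not analysed here.

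The procedure was tested on simulated data made from the real intensities and backgrounds, with noise of spots, arrays, dyes and cultures and 200 genes changed in either direction. Of 5431 genes that reached its test, none of 5237 unchanged ones was called. The simulated noise was set small beside the 2-fold threshold, so this outcome was close to fixed in advance and gives no rate of false calls for the data. Changed genes were called in the right direction in 2.17% of cases at 1.68-fold, 60.4% at 2.83-fold, 82.0% at 4.00-fold and 98.0% at 8.00-fold, and none in the wrong direction. The mean recovered log2 ratio was 1.06 for a simulated 1.50, 1.45 for 2.00 and 1.95 for 3.00, so that ratios were compressed in the simulation. Of 100 simulated lists of 30 unchanged genes none had a camera p under 0.05, and a list of 30 genes that rose was found by it. The simulated noise was drawn for each gene separately, so this does not test camera on lists whose genes move together.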

Results

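The study asked how *Mycobacterium smegmatis*, a fast-growing soil mycobacterium, responds to nitrogen starvation, and which genes its nitrogen regulators control. The arrays analysed here address the part played by AmtR, a regulator of the TetR family. RNA came from an *amtR* deletion strain, which lacked the stretch for the DNA-binding domain of the regulator, so that both samples on every array were from the mutant. Nitrogen-starved cells had been kept for 30 min in a medium without a nitrogen source, and nitrogen-supplied cells in medium with nitrogen. Both RNAs were hybridised together to 3 2-colour arrays, 2 of which held separate cultures (replicates 1 and 2) and 1 of which repeated replicate 1 with the dyes exchanged. The dye swap was averaged with its partner, so that n = 2 throughout, and the small number of arrays limits the precision of every value. Replicate 2 had no dye swap, so that a dye effect can stay in its ratios and in part in every mean. The SD of the 2 replicates can therefore hold dye effect as well as the difference between cultures. Ratios are given as starved over supplied. No array of the wild type was analysed here, so a change below is a change within the mutant and not a difference between strains.

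Transcript of *amtR* itself (msmeg_4300) had a mean log2 ratio of -0.16 ± 0.11 (SD, n = 2) between starved and supplied mutant cells, which did not pass the test (adjusted p = 0.168). The value was -0.05 on the replicate 1 array, -0.24 on the replicate 2 array and -0.12 on the dye swap. Where the probe lies in the gene is not given in the sources used here, and both RNAs carried the deletion, so this value checks nothing about the mutation. The gene of the other nitrogen regulator, *glnR* (msmeg_5784), stood at a log2 ratio of 0.44 ± 0.07 (SD, n = 2), below the 2-fold threshold (adjusted p = 0.00125). The glyceraldehyde-3-phosphate dehydrogenase gene *gap* (msmeg_3084), used in the study as a reference transcript, stood at 0.12 ± 0.13 (SD, n = 2), and its sign turned to -0.14 with median centring and to -0.10 with centring on the spike-in probes (-0.03 with all of these, a setting chosen after seeing the data).

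The arrays resembled each other closely. Across 6114 genes, which are not independent replicates, the log2 ratios of replicates 1 and 2 correlated at r = 0.981. The correlation of replicate 1 with its own dye swap was 0.916, and that of replicate 2 with the swap was 0.893, which fell to 0.573 and 0.571 when arrays were centred on their medians in place of loess. Of the 582 genes called below, 581 had the same sign on all 3 arrays. The exception was msmeg_0693, a conserved hypothetical gene with log2 ratios of 1.12, 1.59 and -0.11 on the replicate 1, replicate 2 and dye swap arrays, singled out after its values were seen.

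**Figure D1:**
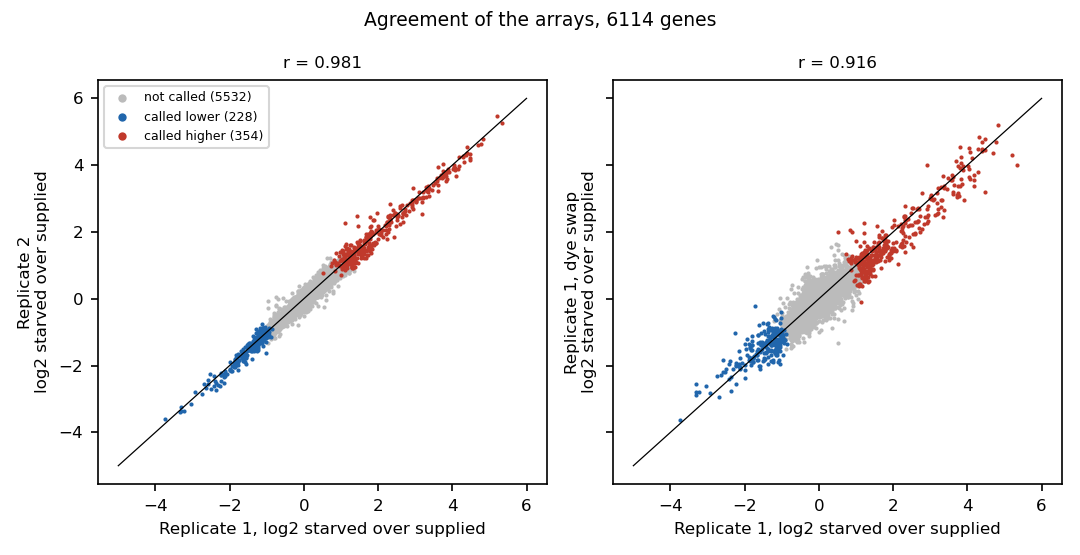
Log2 ratios (starved over supplied) of the 6114 tested genes on the replicate 1 array (x axis) against the replicate 2 array (left) and the replicate 1 dye swap (right), with the line of equal values. Red points are the 354 genes called higher, blue points the 228 called lower and grey points the rest; the points lie closer to the line on the left (r = 0.981) than on the right (r = 0.916).

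Nitrogen starvation changed the transcripts of 582 genes in the *amtR* mutant. The largest increase was that of msmeg_1414, annotated as an amidinotransferase, at 34.5-fold (log2 ratio 5.11 ± 0.51, SD, n = 2). The glutamine synthetase gene *glnT* (msmeg_6260) rose 31.1-fold (4.96 ± 0.42), an amino acid permease gene (msmeg_2184) 30.0-fold (4.91 ± 0.16) and *urtA* (msmeg_2982), encoding the binding protein of a urea transporter, 25.6-fold (4.68 ± 0.07). Increases of 20.4- to 23.8-fold were found for msmeg_1987, the response regulator gene msmeg_1082, the ammonium transporter gene *amtB* (msmeg_2425), msmeg_4636, the carbon-nitrogen hydrolase gene msmeg_0571 and a further amino acid permease gene, msmeg_0781. In all, 354 genes were higher and 228 lower in starved cells by limma (adjusted p under 0.05 and more than 2-fold) among 6114 tested, and more than 3-fold changes were found for 183 and 79 of them. By adjusted p alone, 1398 genes were higher and 1378 lower.

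The largest decrease was that of an iron-containing alcohol dehydrogenase gene, msmeg_6242, which fell by 3.64 on the log2 scale (± 0.07, SD, n = 2), which is a 12.5-fold lower level in starved cells. The adjacent genes *pcaH*, *pcaG*, *pcaB* and *pcaC* (msmeg_2601 to msmeg_2604), which encode enzymes of the breakdown of protocatechuate, an aromatic acid, were 9.03-, 7.94-, 6.46- and 9.32-fold lower. The co-chaperonin gene *groS* (msmeg_1582) was 8.88-fold lower, the manganese transporter gene msmeg_5589 7.15-fold and *kasA* (msmeg_4327), encoding an enzyme that extends the chains of mycolic acids, 6.47-fold. The lipoprotein gene msmeg_5419, named *efeO* in the reference table, was 9.10-fold lower, and msmeg_6241, encoding an ATPase and next to msmeg_6242, 5.91-fold. Each of these genes had adjusted p of 2.16e-10 or less. The same sign on all 3 arrays was a condition of their selection and adds no support.

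The proportion of increases depended on the processing of the arrays. Of the 582 genes, 60.8% were higher. That share was 49.4% with the scanner software's own log ratios, 40.8% with median centring and 43.0% when the arrays were centred on spike-in probes, which moved the median of all genes to -0.22. Median and spike-in centring moved 0 of 87 named genes by more than 1.5 times. With the scanner software's log ratios, 21 of the 87 moved that far, each further from 0, and with a normexp offset of 10, chosen after seeing the data, 9 did. These 21 were *glnT* (msmeg_6260, 48.6-fold higher with the scanner's log ratios), *glnD* (msmeg_2427, 17.1-fold), *nirB* (msmeg_0427, 21.3-fold), msmeg_2981 (21.6-fold), msmeg_5730 (30.1-fold), msmeg_1293 (16.0-fold), msmeg_6660 (11.9-fold), msmeg_1296 (7.59-fold), msmeg_0566 (8.29-fold), msmeg_4381 (6.73-fold), msmeg_1084 (39.9-fold), msmeg_1085 (5.51-fold), msmeg_1087 (18.1-fold), *sigJ* (msmeg_6817, 10.9-fold), msmeg_0573 (4.53-fold), the lower genes msmeg_5589 (13.2-fold), msmeg_3090 (3.31-fold) and msmeg_3095 (4.71-fold), and *nirD*, msmeg_0433 and msmeg_5360, given with their list.

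Several genes of ammonium uptake and assimilation named in advance rose in the mutant. Transcript of the ammonium transporter gene *amtB* (msmeg_2425) was 22.3-fold higher (log2 ratio 4.48 ± 0.21, SD, n = 2), that of *glnK* (msmeg_2426), which encodes the PII signal protein, 20.2-fold (4.34 ± 0.34) and that of *glnD* (msmeg_2427), encoding the enzyme that modifies PII, 11.4-fold (3.51 ± 0.14). The further ammonium transporter genes msmeg_4635 and *amt1* (msmeg_6259) were 19.9- and 13.8-fold higher. The glutamine synthetase gene *glnA* (msmeg_4290) rose 8.07-fold and msmeg_4294, annotated as the same type of enzyme, 3.04-fold. The nitrite reductase genes *nirB* (msmeg_0427) and *nirD* (msmeg_0428) rose 13.3- and 7.78-fold, although the *nirD* signal of supplied cells was well above background on only 2 of the 3 arrays. All of these genes passed the test, the highest adjusted p being 1.42e-08 (msmeg_4294).

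**Figure D2:**
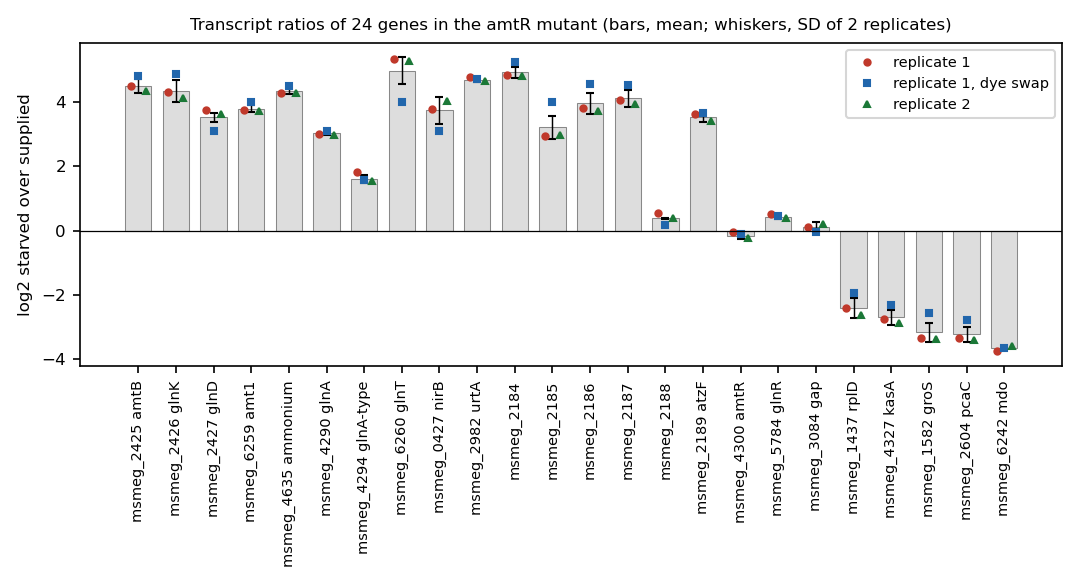
Log2 ratio (y axis, starved over supplied) of named genes in the *amtR* mutant, with grey bars for the means of 2 replicates, whiskers for their SD and symbols for the single arrays (red circles, replicate 1, blue squares, its dye swap, green triangles, replicate 2). The genes of nitrogen metabolism, from 3.04-fold for msmeg_4294 upwards, lie above 0 on every array, msmeg_2188, *amtR*, *glnR* and *gap*, whose sign turned with the centring, lie near 0, and the rightmost 5 genes lie below 0 on every array.

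To see whether genes that depend on GlnR, directly or not, responded in the mutant, a list of genes was followed that had been higher in starved wild type than in a *glnR* deletion strain, on other arrays than these. Of its 125 genes, all of which were tested, 110 rose in the *amtR* mutant, none fell and 15 did not pass. The counts adjusted over the list alone were the same, 110 and 0. Across 16 alternative settings, 103 to 124 genes of the list were called higher, so the number that did not pass depends on the processing. Among the genes that rose were *glnT* (msmeg_6260), msmeg_2184, *urtA* (msmeg_2982) and msmeg_1987, named above, and the median of the list was 6.19-fold. Its mean log2 ratio was 2.63 (SD over genes 1.21), with 2.61 in the replicate 1 pair and 2.64 in replicate 2 (camera, adjusted p = 2.37e-64 over 6 lists). The call was lost with an estimated correlation (adjusted p = 0.0538 with an estimated correlation), where the test has a single residual degree of freedom.

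All 11 genes of the list whose upstream DNA had been shifted by GlnR protein rose, with a median of 16.9-fold and a mean log2 ratio of 3.86 (SD over genes 0.93, camera, adjusted p = 1.08e-14). That p was also lost (adjusted p = 0.225 with an estimated correlation). The count adjusted over the list alone was 11. All 11 are also on the GlnR-dependent list, so they give no separate support. A rise was not confined to genes whose own upstream DNA was bound. Among genes for which the study detected no binding upstream, *nirB*, msmeg_1084, msmeg_1293 and msmeg_2981 rose 13.3-, 15.9-, 8.42- and 13.5-fold. The *glnR* gene, also in that group, was not called, and the group was not followed as a list. In that group, msmeg_2981 lies next to *urtA* in adjacent genes that all rose, and the upstream DNA of *urtA* was bound. Likewise, msmeg_1293 lies within adjacent genes that all rose. For such genes, a lack of binding directly upstream does not show a rise apart from GlnR. A further list came from the opposite side of that comparison, lower in starved wild type than in the *glnR* mutant. Of its 6 genes, msmeg_1999 and msmeg_1738 fell by 1.43 and 1.40 on the log2 scale, msmeg_3680 rose by 1.02 and 3 did not pass, with the same counts adjusted over the list alone. The median of this list was 0.14 and its mean -0.20, so that the 2 differ in sign, and it was not called (adjusted p = 0.975). The increase of msmeg_3680 did not reach 2-fold with median centring (0.68), spike-in centring (0.80), no background correction (0.99) or without the dye swap array (0.95).

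The response of the mutant was also set against the genes that the study listed for wild type cells, again measured on other arrays. Of 282 tested genes increased in starved wild type, 183 rose in the mutant, none fell and 99 did not pass. Among the former were msmeg_1414, *glnT* (msmeg_6260), *urtA* (msmeg_2982) and msmeg_1987. The genes called higher that were on this list or the GlnR-dependent list numbered 193, so the calls of these lists overlap widely. Of 231 genes decreased in the wild type, 140 fell (212 with the scanner's log ratios), none rose and 91 did not pass, the strongest being msmeg_6242, msmeg_5419, *groS* (msmeg_1582) and msmeg_5589. The counts adjusted over each list alone were the same, 183 and 140. Across 16 alternative settings, 163 to 223 genes of the increased list were called higher and 133 to 212 of the decreased list lower. Both overlaps exceeded those of unrelated lists of these sizes, 16.3 and 8.61 genes (Fisher's exact test, two-sided, odds ratio 61.0, 95% confidence interval 45.3 to 82.6, adjusted p = 7.86e-174 for the increased genes, and odds ratio 101, 71.3 to 144, adjusted p = 1.65e-158 for the decreased genes, over 4 comparisons). Fisher's test treats genes as independent, but genes with adjacent locus tags changed alike (r = 0.605). These p-values are therefore too small and the intervals too narrow. Mean log2 ratios were 1.67 (SD over genes 1.39) and -1.24 (0.64), called by camera (adjusted p = 4.14e-47 and 2.08e-57) but not after its correlation was estimated (adjusted p = 0.0538 with an estimated correlation for each). Lists chosen in 1 strain and followed in another give no test of a difference between the strains, which was not made here. The study's lists also rest on a factor of at least 3 and on other processing, against more than 2-fold here. The counts that did not pass therefore do not measure a weaker response of the mutant.

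The cluster msmeg_2184 to msmeg_2189 holds the genes that the study proposed as targets of AmtR. In the mutant, 5 of its 6 genes were higher in starved cells. The amino acid permease gene msmeg_2184 rose 30.0-fold (log2 ratio 4.91 ± 0.16, SD, n = 2), msmeg_2187, encoding a urea amidolyase, 17.1-fold (4.10 ± 0.25), the conserved hypothetical gene msmeg_2186 15.4-fold (3.95 ± 0.33), the allophanate hydrolase gene msmeg_2189 11.4-fold (3.52 ± 0.16) and msmeg_2185 9.21-fold (3.20 ± 0.36). The integral membrane protein gene msmeg_2188 had a log2 ratio of 0.38 ± 0.02, below the 2-fold threshold (adjusted p = 0.00316). Its single arrays spread more widely than this SD, at 0.55 on the replicate 1 array, 0.39 on the replicate 2 array and 0.19 on the dye swap. Counts adjusted over the list alone were also 5 of 6. These 5 genes are also on the GlnR-dependent list. The mean log2 ratio of the cluster was 3.34 (SD over genes 1.56), with a camera adjusted p of 1.82e-07, which was lost when the correlation was estimated (adjusted p = 0.225 with an estimated correlation). Whether the basal level of these genes was altered by the deletion cannot be read from a ratio within the mutant. By RNA hybridisation, the study found stronger signals for msmeg_2184, msmeg_2187 and msmeg_2189 in this mutant than in wild type, with nitrogen control intact. It also reported binding of AmtR upstream of msmeg_2184. From arrays that included this mutant with and without nitrogen, it reported no further AmtR targets.

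Groups of genes were followed through lists drawn up by key words in the annotation, in most of which the greater part of the genes did not pass. For nitrogen sources other than ammonium, 11 of 34 tested genes of amino acid uptake rose and none fell, among them msmeg_2184, msmeg_0781, the branched-chain transport gene msmeg_6877 (10.1-fold) and msmeg_2981, named *urtB* in the reference table, which belongs to the urea transporter (13.5-fold). Of 20 genes of purine and pyrimidine uptake and breakdown, 10 rose, including the permease genes msmeg_5730 (14.3-fold), msmeg_1293 (8.42-fold) and msmeg_6660 (7.87-fold) and the uricase gene msmeg_1296 (4.98-fold). Of 14 genes for urea and allophanate, 5 rose, namely msmeg_2187, msmeg_2189, the allophanate hydrolase genes msmeg_0435 (5.79-fold) and msmeg_0436 (5.09-fold), and the urease gene *ureB* (msmeg_3626, 2.94-fold). Of 23 genes listed as amidases 7 rose, with the hydrolase gene msmeg_0571 (21.2-fold), the acetamidase gene msmeg_5358 (15.6-fold), the aliphatic amidase gene msmeg_0566 (5.19-fold) and msmeg_4381 (4.34-fold) in front. One of the 7, msmeg_5545 (2.01-fold), is a DNA glycosylase of base excision repair that the key word also matched. Both *ureB* and msmeg_5545 were picked out after their values were seen.

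In the list of ammonium, glutamine and glutamate genes, 11 of 21 rose and 1 fell. The latter was msmeg_6459, a glutamate synthase gene picked out after its value was seen (2.06-fold lower), and 9 did not pass, whereas *glnT*, *amtB*, *glnK* and msmeg_4635 led the increases, with the values above. Of 18 nitrate and nitrite genes 4 rose, which were *nirB*, *nirD*, the nitrite extrusion gene msmeg_0433 (12.9-fold) and the formate-nitrate transporter gene msmeg_5360 (4.08-fold), the latter pair with a supplied signal well above background on 2 of 3 arrays. The last 3 of these are uncertain in size, at 21.3-fold (msmeg_0428), 30.8-fold (msmeg_0433) and 15.8-fold (msmeg_5360) with the scanner's log ratios and at 14.7-, 22.4- and 8.51-fold with the offset of 10. Of 6 genes of WhiB regulators, small iron-sulfur proteins that act in transcription, msmeg_1597 rose 17.0-fold and msmeg_0051 2.22-fold. Mean log2 ratios of these lists were 1.65 for ammonium, glutamine and glutamate (camera, adjusted p = 6.32e-05 over 25 lists), 1.33 for purines and pyrimidines (3.21e-07 as adjusted p), 1.36 for urea (adjusted p = 3.49e-07), 1.01 for amino acid uptake (adjusted p = 0.000574), 0.84 for amidases (adjusted p = 0.00335), 1.08 for WhiB regulators (adjusted p = 0.0243) and 0.73 for nitrate and nitrite (adjusted p = 0.0287). All 7 calls were lost when the correlation was estimated (adjusted p = 0.522 with an estimated correlation for each). Medians lay closer to 0, at 0.22 for amino acid uptake and 0.12 for both amidases and nitrate and nitrite, where 23 of 34, 16 of 23 and 14 of 18 genes did not pass. The nitrate and nitrite call was also lost among genes well above background in both conditions (mean 0.35, adjusted p = 0.378), and narrowly with the 3 arrays as replicates, with a dye term and after correction of replicate 2 for dye effect (adjusted p = 0.0648, 0.0666 and 0.0529). A replicate block at a set correlation of 0.5, chosen after seeing the data, lost that call narrowly too (camera, adjusted p = 0.0590). The increase of msmeg_0051 lay below 2-fold with median centring (0.83), spike-in centring (0.93) and a dye term (0.97). The calls adjusted over each list alone were as many as those over all genes in each of the 25 lists.

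Among the groups that were lower, ribosomal protein genes stood first. Of 58 tested, 43 fell, none rose and 15 did not pass, with *rplD* (msmeg_1437) 5.29-fold, *rpsN* (msmeg_1468) 4.97-fold, *rplN* (msmeg_1465) 4.94-fold and *rplC* (msmeg_1436) 4.84-fold lower in starved cells. Their mean log2 ratio was -1.43 (SD over genes 0.68), with -1.36 in the replicate 1 pair and -1.49 in replicate 2 (camera, adjusted p = 5.64e-27), a call lost with an estimated correlation (adjusted p = 0.522) and with fry (adjusted p = 0.0644). In the list of fatty and mycolic acid synthesis 8 of 41 fell, including *kasA* (msmeg_4327), msmeg_4325 (5.85-fold), *kasB* (msmeg_4328, 5.66-fold) and the acyl carrier protein gene msmeg_4326 (5.26-fold), while msmeg_6284, a cyclopropane fatty acid synthase gene picked out after its value was seen, rose 2.76-fold. The other 32 did not pass, and the list's mean log2 ratio was -0.41 (adjusted p = 0.0207, or 0.522 with an estimated correlation) with a median of only -0.04. Of 34 sugar uptake genes 3 fell, the xylose and ribose transport genes msmeg_6018 (2.42-fold), msmeg_3090 (2.10-fold) and msmeg_3095 (2.01-fold), the last with a starved signal well above background on 2 of 3 arrays. The mean of that list was -0.20 (adjusted p = 0.0275), no longer called with an estimated correlation (adjusted p = 0.522), spike-in centring (adjusted p = 0.0893), median centring (adjusted p = 0.223) or among genes well above background in both conditions (adjusted p = 0.140), and msmeg_3090 and msmeg_3095 lay short of 2-fold without background correction (-0.99 and -0.91) and without the dye swap array (-0.95 and -0.91). Of 35 genes matched by the key word mce, 2 transport genes fell, msmeg_0137 (2.41-fold) and msmeg_0134 (2.35-fold), and 1 rose, msmeg_4921 (2.23-fold), which encodes methylmalonyl-CoA epimerase and is no transporter and which lay below 2-fold with median (0.89) and spike-in centring (0.94), and the mean was -0.34 (adjusted p = 0.000257, or 0.522 with an estimated correlation). None of the 22 tRNA ligase or 7 ATP synthase genes passed singly, although their means of -0.30 and -0.59 were called (adjusted p = 0.00746 and 0.00276, or 0.522 for each with an estimated correlation). The ATP synthase call was lost with the scanner's log ratios (adjusted p = 0.0526), and both were lost with a normexp offset of 10 (adjusted p = 0.0590 for tRNA ligases and 0.0728 for ATP synthase), a setting chosen after seeing the data.

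**Figure D3:**
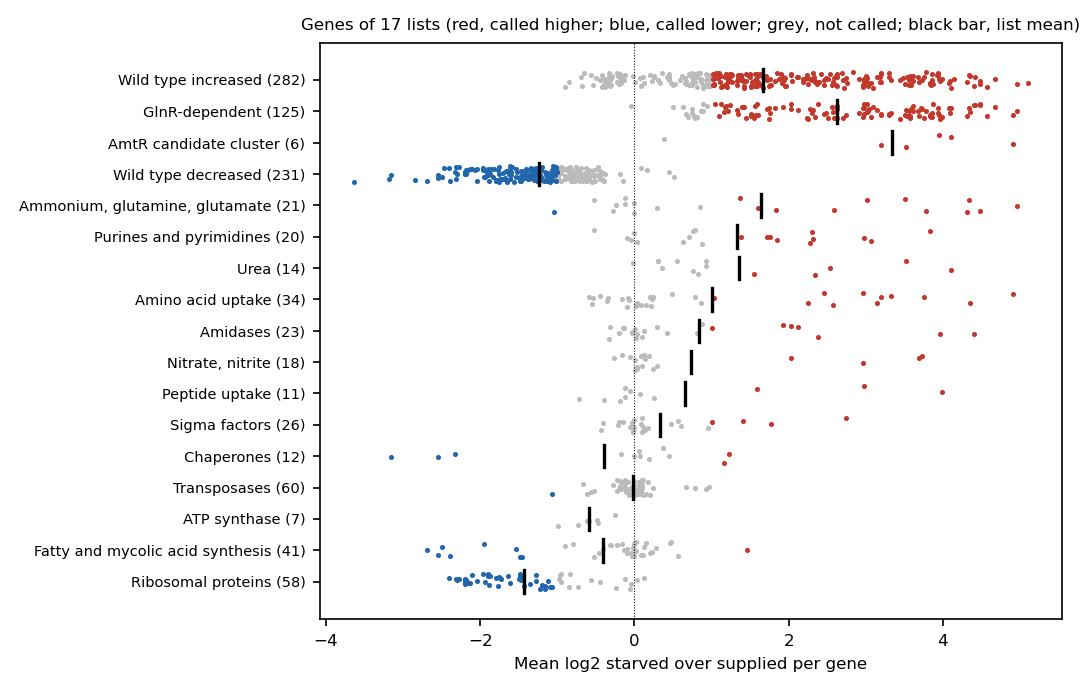
Mean log2 ratio (x axis, starved over supplied) of each tested gene in lists from the study and lists by key words, with the number of tested genes in brackets, red points for genes called higher, blue points for genes called lower, grey points for the rest and black bars for list means. The mean of the GlnR-dependent genes lies at 2.63 and that of the ribosomal protein genes at -1.43.

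The other 12 lists were not called by camera, yet some held genes that changed strongly. In peptide uptake 3 of 11 rose, msmeg_1084 (15.9-fold), msmeg_1085 (3.01-fold) and msmeg_1087 (7.87-fold), with a list mean of 0.66 and a median of opposite sign, -0.06 (adjusted p = 0.452). Of 26 sigma factor genes 4 rose, *sigJ* (msmeg_6817) 6.68-fold, *sigB* (msmeg_2752) 3.41-fold, *sigE* (msmeg_5072) 2.66-fold and msmeg_0573 2.01-fold (mean 0.33, adjusted p = 0.0973). In the chaperone list *groS* (msmeg_1582) and both *groL* genes, msmeg_0880 (5.86-fold) and msmeg_1583 (5.03-fold), fell, while *hslR* (msmeg_3455, 2.34-fold) and msmeg_0424, an Hsp20 family gene picked out after its value was seen (2.23-fold), rose; the median of 0.07 and mean of -0.39 differed in sign (adjusted p = 0.865). The peptide uptake and chaperone lists passed with median centring (adjusted p = 0.0234 for each), and peptide uptake also with the normexp offset of 10 (adjusted p = 0.0200). With fry, which does not compare a list with other genes, peptide uptake (adjusted p = 0.0382), sigma factors and hydrogenases (adjusted p = 0.0455 for each) passed. With median centring *hslR* lay below 2-fold (0.91), as msmeg_0573 did without background correction (0.94), with spike-in centring (0.79), with a dye term (0.97) and after correction of replicate 2 for dye effect (0.89). Of 120 genes matched by the key word TetR 8 rose, led by msmeg_6441 (9.21-fold), msmeg_0343 (5.75-fold), *alkX* (msmeg_1842, 3.64-fold) and msmeg_3572 (3.28-fold), and 2 fell, msmeg_1741 (2.53-fold) and msmeg_6638 (2.20-fold), the latter pair picked out after their values were seen (mean 0.16, or -0.07 with spike-in centring, adjusted p = 0.161). The key word was matched without regard to capitals and took in 21 tested genes whose annotation only contains its letters, among them msmeg_6638, a methionine synthase gene.

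Single genes passed in 5 further lists. These were the universal stress protein gene msmeg_3811 (2.74-fold higher, list mean 0.33, adjusted p = 0.178), the protease gene *lon* (msmeg_3582, 2.16-fold higher, but 0.88 and 0.89 on the log2 scale with median and spike-in centring, list mean 0.12, or -0.11 and -0.10 with these, and list median -0.02, adjusted p = 0.737), the replication and division genes *dnaA* (msmeg_6947) and *ftsX* (msmeg_2090), 2.13- and 2.06-fold lower, the latter at -0.97 on the log2 scale without the dye swap array (list mean -0.16, adjusted p = 0.170), the siderophore transport gene msmeg_4561 (2.54-fold lower, mean -0.26, adjusted p = 0.161) and the transposase gene msmeg_2822 (2.09-fold lower, mean -0.02, of opposite sign without the dye swap array, adjusted p = 0.654). No gene passed among 9 of NADH dehydrogenase (mean -0.01, adjusted p = 0.865), 13 of cytochrome respiration (0.08, adjusted p = 0.808) or 12 hydrogenase genes (0.16, adjusted p = 0.171), and the sign of these means turned with spike-in centring for cytochrome and hydrogenase genes, with median centring for cytochrome genes, and among genes well above background in both conditions for NADH dehydrogenase.

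Normalisation sets the middle of all genes to 0 and hides a change common to all of them. Spike-in RNAs added before labelling, read on the replicate 1 array and its dye swap, where their own ratio cancels, lay at 0.22 ± 0.04 (SD over 5 of the 10 spike-in probes) above the middle of the genes, with values from 0.16 to 0.27. The other 5 probes were left out because they were not well above background in both colours on these arrays, a rule not stated among the choices fixed in advance, and their mean was 0.08. Over all 10 probes, an alternative chosen after seeing the data, the mean was 0.15 ± 0.09 (SD) and the lowest value 0.02. The 5 probes used place the common change of the genes at -0.22 on the log2 scale and all 10 place it at -0.15, if equal amounts of spike-in were added. The 5 probes used differed by 0.19 ± 0.08 (SD over 5 probes) between the replicate 1 and replicate 2 arrays of the same dye orientation, so that the common change was of the size of the difference between arrays.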

Values the study reported

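In wild type cells, on arrays other than those analysed here, the study counted 231 genes with decreased and 284 with increased transcripts after nitrogen starvation, with a factor of 3 as the minimum. Between starved strains, 125 genes were higher in the wild type than in the *glnR* deletion strain by that factor or more, among them *amtB* (56 x), *glnK* (53 x), *glnA* (34 x), *glnD* (18 x) and *amt1* (12 x). Among the proposed AmtR targets, described as increased by starvation in the wild type and apparently controlled by GlnR, the study gave msmeg_2184 as 48 x, msmeg_2185 as 13 x, msmeg_2186 as 32 x, msmeg_2187 as 3 x and msmeg_2189 as 4 x. The study lists these values for starved wild type over the starved *glnR* deletion strain, and not for starved over supplied cells. None of these values compares starved with supplied cells of the *amtR* mutant.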

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

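The tests of the series table in this part were chosen only after the result was seen.

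The authors' series table, which the comparisons above do not use, has 6820 rows, and 60 of them carry names of control spots. Of these 60, 58 held the value of a gene probe, which is why the table is given a closer look. Over the whole table, 97.1% of rows equalled the mean ratio of some probe of these arrays within 0.001 on all 3 arrays, which argues against values of another experiment. Only 15 of the 6620 matched rows had that probe's own name, while 99.4% carried the name of a probe 1 to 6 places later in the order of the spots, against 0.0880% by chance. Names and values out of register along that order are a candidate explanation, and no biological explanation was tested.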

How the results depend on the processing

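The counts with median centring, spike-in centring and the scanner's log ratios, the t-tests, the camera variants and the settings without an array were planned; normexp offset 10, the series table, the block at a set correlation, the spike-in position under other normalisations and over all spike-in probes, and centring on all of these were chosen after seeing the data. Genes higher and lower (354 and 228) became 568 and 582 with the scanner's log ratios, and 581 and 601 with the series table as unnamed rows without a filter on dim probes. With median centring 274 genes were higher and 397 lower, and with spike-in centring 262 and 348. With centring on all 10 spike-in probes 286 were higher and 300 lower. A change of the normexp offset alone, to 10, gave 507 higher and 334 lower, so both counts depend on the chosen offset. The methods' t-test gave 0 higher and 1 lower on 2 replicates after Benjamini-Hochberg adjustment and 241 and 143 unadjusted, against 226 and 159 adjusted and 333 and 220 unadjusted on the 3 arrays. Wild type decreased genes called lower rose from 140 to 212 with the scanner's log ratios. The cause of these changes was not tested, except that spike-in centring moves every gene by -0.22.

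With an estimated correlation 0 functional lists were called higher and 0 lower, against 7 and 6, and the adjusted p was 0.0538 for the lists with means of 2.63 (GlnR-dependent), 1.67 and -1.24 (wild type increased and decreased) and 0.225 for the AmtR cluster (3.34). Fry called 1 list lower, tRNA ligases, and lost ribosomal proteins (adjusted p = 0.0644), fatty and mycolic acid synthesis (adjusted p = 0.0744), mce (adjusted p = 0.103), ATP synthase (adjusted p = 0.124), sugar uptake (adjusted p = 0.133), amino acid uptake (adjusted p = 0.0744), nitrate and nitrite (adjusted p = 0.0972) and WhiB regulators (adjusted p = 0.0857). Uncalled lists changed sign: cytochrome respiration to -0.0435 with median and -0.144 with spike-in centring (-0.0740 with all probes), proteases to -0.112 and -0.0978 (-0.0283 with all probes), hydrogenases and TetR regulators to -0.0657 and -0.0662 with spike-in centring, NADH dehydrogenase to 0.0161 among genes above background in both conditions and to 0.00756 after correction of replicate 2 for dye effect and without the forward array of replicate 1, and transposases to 0.00576 without the dye swap array. The *gap* gene turned to -0.14 and -0.10 (-0.0303 with all probes). Correlations of replicates 1 and 2 with the swap fell to 0.850 and 0.835 with the scanner's log ratios and to 0.573 and 0.571 with median centring, and the spike-in position of 0.22 rose to 0.29 with the former and fell to 0.153 over all 10 probes, 5 of them dim.

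Of 87 named genes, 77 kept call and direction in every limma setting compared. The methods' t-tests were not part of that comparison, and on 2 replicates after adjustment they called only 0 genes higher and 1 lower. The planned random replicate block could not be estimated from 3 arrays, and a replicate block at a set correlation of 0.5 gave 349 and 226 genes. The alternatives by probe were void with 1 probe per gene, and no spot was saturated. With no test, more than 2-fold changes numbered 337 to 379 (higher) and 231 to 234 (lower) without replicate 1 or replicate 2, where a test has no residual degrees of freedom. Another 646 genes were not tested.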

Other observations

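The genes in this paragraph were chosen after their values were seen, and belong to runs of at least 4 adjacent locus tags called in 1 direction, of which there were 32 (19 higher, 13 lower). Genes for the oxidation of alkanes rose together: the alkane monooxygenase gene msmeg_1839 8.95-fold (log2 ratio 3.16 ± 0.21, SD, n = 2) and the adjacent rubredoxin genes msmeg_1840 and msmeg_1841, encoding its electron carriers, 15.2- and 11.4-fold. The genes msmeg_4713 to msmeg_4717, which include an acyl-CoA dehydrogenase and a carboxylase gene, rose by a mean of 1.73 on the log2 scale (SD over genes 0.41). In the other direction, the sulfate transporter genes *cysA*, *cysW* and *cysT* (msmeg_4530 to msmeg_4532) and the sulfate-binding protein gene msmeg_4533 were 3.67-, 3.76-, 2.29- and 3.44-fold lower, *cysT* with a starved signal well above background on 2 of 3 arrays, and the glycerol kinase gene *glpK* (msmeg_6759) and the glycerol-3-phosphate dehydrogenase gene msmeg_6761 were 4.18- and 3.56-fold lower. Of all called genes, 140 higher and 67 lower ones were in none of the lists.

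The tests in this and the next paragraph were chosen before their results were seen, except that the bootstrap spread of the gap in correlation was added, the reading of the dye effect test settled, and that test repeated on shuffled values, after their values were seen. Neighbouring genes changed alike, with a correlation of log2 ratios of 0.605 over 5526 pairs of adjacent locus tags. Neighbouring spots on the array did not show this (r = 0.0112 between adjacent probes), which argues against a stain or gradient as the source. Shared transcripts are a possible explanation and were not tested, as no gene coordinates were used.

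The dye swap correlated less with either forward array (0.916 and 0.893) than these did with each other (0.981). Noise of single spots is argued against, since the deviation of the swap from its partner was shared by the duplicate spots of a probe (r = 0.842). Weak green signal is argued against as the whole cause, since in the 1529 brightest genes the gap in correlation was 0.0425, against 0.0658 over all genes, and lay 0.00961 above 50% of the latter (bootstrap SE 0.00358). A dye effect of the probe and a shift of the swap array shared by both spots cannot be told apart with a single dye swap. The deviation of replicate 2 from the replicate 1 pair followed the dye effect of that pair (r = 0.737), but the swap array enters both sides, and r was 0.723 with its deviation shuffled across genes, so this value decides nothing.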
